A study of Mus musculus with 28 samples.

How the data were processed

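H3K27ac, the acetylation of lysine 27 of histone H3 found at active promoters and enhancers, was profiled by ChIPmentation, a form of chromatin immunoprecipitation followed by sequencing in which the sequencing adapters are inserted on the beads by a transposase. The cells were germ cells from testes of C57BL/6 mice, either wild type (WT) or carrying a knockout of Scml2 (KO). Per the labels, Thy1+ and c-Kit+ spermatogonia came from mice at postnatal day 7 and pachytene spermatocytes (PS) and round spermatids (RS) from adult mice, and the cells were isolated by magnetic sorting or by sedimentation. The 28 libraries comprised 12 H3K27ac libraries in 6 groups of 2 replicates (Thy1+ WT, c-Kit+ WT, Thy1+ KO, c-Kit+ KO, PS KO and RS KO) and 16 input libraries of sonicated chromatin without immunoprecipitation in 8 groups of 2 replicates. H3K27ac libraries of WT PS and WT RS were not analysed here. Groups and replicate numbers were taken from the sample titles.

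Each library had its own table of called peaks, so replicates were not pooled before peak calling. Per the file headers, each line gave a peak's start, end and length, a summit position, the height of the signal (pileup) at the summit, a −log10 p-value, a fold enrichment and a −log10 q-value, together with the nearest RefSeq transcript and a class of location (promoter, exon, intron, upstream or intergenic). The deposited signal height was a whole number per summit. The deposited fold enrichment was a ratio of the height to a background height, and the deposited −log10 p and −log10 q values came from the same comparison. The column names and layout were those of a MACS2 peak table with several summits per peak; the labels and headers gave no peak caller version, aligner, read filter or genome build. In every library the fold enrichment equalled (height + 1) divided by (background + 1), with a background that varied by a factor of at most 1.00002 within the library. The values therefore showed no local or input-based control, and fold enrichment carried the same information within a library as height. The read depth of the libraries is unknown. The background height, which would rise with depth, was used as a relative indicator of it and ranged from 0.564 to 1.62 in the H3K27ac libraries and from 0.777 to 0.944 in the inputs. No confidence interval that needs counts was computed.

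Coordinates are given as in the files, counted from 1. The files named no build. Of 21505 transcripts listed under a single gene symbol, 21426 (99.6%) matched a symbol or synonym in a RefSeq gene table of GRCm38.p6, and 96.7% of those lay within the extents of the matched gene on the same chromosome; the table was used for this check only, and no coordinate was taken from it. Some lines named several genes beside the coordinates of 1 of them, so promoter peaks of a named gene were looked for only at starts listed under that gene alone.

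Each peak was represented by its highest summit, and mitochondrial peaks were left out. For each comparison, overlapping peaks (at least 1 bp) of the libraries compared were merged into regions, a library's value was its highest fold enrichment in the region, and regions with a peak in every library compared were tested on the log2 scale after each library was centred on its median over those regions. Changes are thus relative to the median region. Models were fitted with limma 3.58.1 (lmFit and eBayes, R 4.3.3), and regions with a Benjamini-Hochberg adjusted p under 0.05 were counted. Only the groups compared entered each fit. Genotype was compared in Thy1+ cells, in c-Kit+ cells, in both with stage as a covariate, and as a genotype by stage interaction; stage was compared between successive groups within a genotype. Peak numbers (as log2 ratios), the X-linked share of peaks, the share of peaks within 1 kb of a listed transcription start and the number of stitched distal regions were compared by 2-sided exact permutation tests, with genotype permuted within stage and H3K27ac against input permuted within stage and genotype, and p-values were also adjusted by the Benjamini-Hochberg method over the family of 8 such tests. Stitched distal regions were peaks over 1000 bp from a start, joined within 12500 bp and ranked by the sum of height times length, and those above the point where the ranked curve has slope 1 were counted. Region calls found in both libraries of a group and in neither library of the other were counted as a description, beside the counts from the other ways of pairing the same 4 libraries. Analyses outside limma used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

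The replicate numbers in the titles are shared by all groups, and fits with the replicate number as a block are given beside those without. In the centred region values, same-numbered libraries deviated together only weakly. The correlation of their deviations from the group means, across regions, ranged from 0.0004 to 0.17 over the 7 fits without an interaction term. With 2 libraries per group the correlation of differently numbered libraries is the negative of this by construction. Library totals did go with the number: replicate 1 had more peaks and the higher background height in every H3K27ac group.

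The genes named were Scml2, as the targeted gene, and Gfra1, Zbtb16, Kit, Stra8, Sycp3, Prm1 and Acrv1, fixed before the data were examined. For each comparison with any changed region, up to 2 regions with the largest rise and 2 with the largest fall were named, among changed regions whose groups did not overlap in value. A region selected by this rule is not reported here. Alternatives fixed before the data were examined were peak height in place of fold enrichment, quantile normalization, peaks with a −log10 q of at least 5, removal of regions called in any input, uncalled libraries set to their lowest value, regions above the lower quartile, joining within 1000 bp, all 12 H3K27ac libraries in 1 fit, leaving out each replicate, a replicate block, other promoter and stitching distances, shares by covered length, stitching of all peaks, an overlap of 50% of the shorter peak, and the same number of strongest peaks per library. A minimum fold enrichment of 5 for peak numbers, and the alternatives for single genes and regions, were chosen after seeing the data.

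The fits were tested on simulated values drawn around each region's mean with its own residual spread, with 200 changed regions per simulation. For a log2 change of 2, between 58.5% (21329 regions, RS against PS) and 78.0% (12501 regions, PS against c-Kit+) of changed regions were recovered in the comparisons of 2 groups of 2, and 81.0% in the interaction fit (9585 regions). For a log2 change of 1, these fits and the interaction fit recovered 0%, and the fit of 8 libraries adjusted for stage recovered 78.0% of them (9585 regions), with 13 unchanged regions called. These shares hold for the simulated spreads only: in the data, the smallest log2 changes that passed were 0.52 (PS against c-Kit+, 3992 regions), 0.61 (RS against PS, 4309 regions) and 0.99 (c-Kit+ against Thy1+ in WT, 22 regions).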

Results

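H3K27ac peaks were called in 12 libraries of spermatogenic cells and in 16 input libraries, with 2 replicates in every group. The H3K27ac libraries held between 17877 and 73316 peaks and the inputs between 359 and 1192. H3K27ac libraries held 5.51 log2 units more peaks than the inputs of the same stage and genotype on average, 45.7 times as many (exact permutation test, 2-sided, p = 4.29e-05, the smallest the test can give; adjusted p = 0.000343). With the replicate number as a block, the difference was the same and the exact p was 0.000488, the smallest that design can give. With a minimum fold enrichment of 5, chosen after seeing the data, the ratio was 31.0. The regions called in any input merged into 4061 regions, which overlapped between 322 and 654 peaks of each H3K27ac library. Replicate 1 had the higher background height, the relative indicator of depth, in all 6 H3K27ac groups, and it also held more peaks than replicate 2 in each. Of the peaks of replicate 2, between 72.2% (PS KO) and 90.7% (Thy1+ KO) overlapped a peak of replicate 1, whereas between 42.9% (c-Kit+ KO) and 67.4% (Thy1+ WT) of the peaks of replicate 1 overlapped a peak of replicate 2. The mean of both shares ranged from 62.8% (c-Kit+ KO) to 73.7% (Thy1+ WT). With the same number of strongest peaks per library (17877, all those of Thy1+ WT replicate 2), it rose most in PS KO, from 66.4% to 86.3%. The PS KO libraries held 69042 and 64056 peaks, so that rise concerns only the strongest part of them.

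The targeted gene was examined first, in every library. Scml2 lies on the + strand of chromosome X from 161162772 to 161258213. A peak within 1 kb of its listed start was called in 4 H3K27ac libraries, all labelled KO: Thy1+ KO replicate 1 (height 11, fold enrichment 6.08), c-Kit+ KO replicate 1 (height 8, fold enrichment 4.26) and both PS KO libraries (fold enrichment 4.57 ± 1.07, SD, n = 2). No promoter peak was called in the 4 WT libraries, in RS KO, or in any of the 16 inputs. H3K27ac peaks do not measure Scml2 transcript or protein, so these values did not test the genotype labels. Within the gene, narrow peaks of the exon class were called in 7 of the 8 spermatogonial libraries of both genotypes and in none of the 4 adult libraries, as the map of peaks along Scml2 shows.

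**Figure D1:**
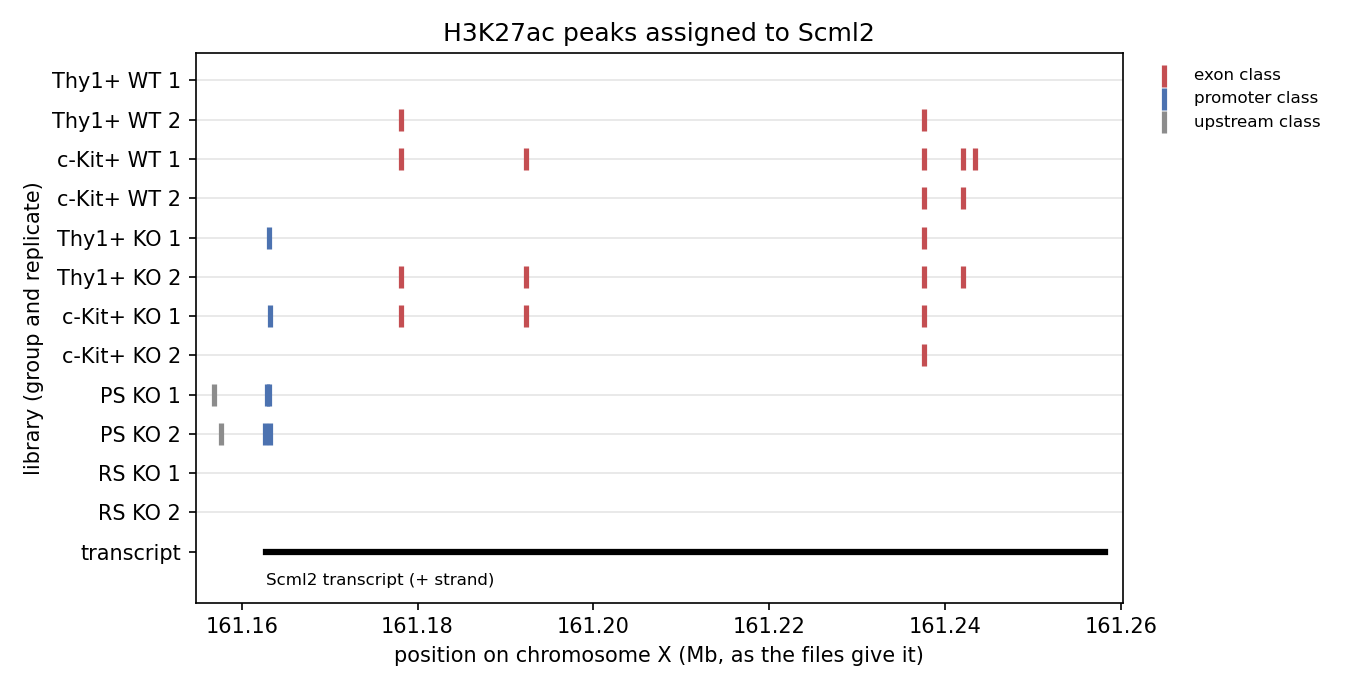
Peaks assigned to Scml2 along chromosome X (horizontal axis, Mb), with each of the 12 H3K27ac libraries on its own line, ticks at peak centres coloured by the class of location, and the transcript at the bottom. Exon-class peaks lie at recurring positions in 7 of 8 Thy1+ and c-Kit+ libraries and in 0 of 4 adult libraries.

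Genes named in advance were examined at their promoters (peaks within 1 kb of a listed start). At Sycp3 (chromosome 10, 88459587 to 88473236, + strand), fold enrichment was 26.9 ± 3.48 (SD, n = 2) in PS KO and 19.5 ± 0.0585 (SD, n = 2) in RS KO. It was 4.43 ± 1.15 (SD, n = 2) in Thy1+ WT, and in the other spermatogonial groups the promoter was called in 1 of 2 libraries, at 4.96 (c-Kit+ WT), 6.58 (Thy1+ KO) and 5.20 (c-Kit+ KO). Promoter peaks at Prm1 (chromosome 16, 10796332 to 10796823, − strand) and Acrv1 (chromosome 9, 36693220 to 36698837, + strand) were called only in the adult libraries, in all 4 of them. At Prm1 the fold enrichment was 9.03 ± 4.48 (SD, n = 2) in PS KO and 13.998 ± 0.671 (SD, n = 2) in RS KO, and at Acrv1 it was 6.14 ± 2.65 (SD, n = 2) in PS KO and 11.3 ± 0.647 (SD, n = 2) in RS KO. At Kit (chromosome 5, 75574987 to 75656721, + strand), both c-Kit+ libraries of each genotype had a promoter peak, with fold enrichments of 7.38 ± 1.66 (SD, n = 2) in WT and 6.82 ± 3.06 (SD, n = 2) in KO, while Thy1+ cells had one in 1 of 2 libraries of each genotype. It was also called in both libraries of PS KO, at 9.07 ± 1.501 (SD, n = 2), and of RS KO, at 4.75 ± 2.13 (SD, n = 2). Zbtb16 (chromosome 9, 48654297 to 48835945, − strand) had a promoter peak in 8 of 12 libraries, Stra8 (chromosome 6, 34920960 to 34939342, + strand) in 3 and Gfra1 (chromosome 19, 58236692 to 58454466, − strand) in 1, Thy1+ KO replicate 1. These genes had no promoter peak in any input.

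The next comparison asked whether loss of Scml2 changed H3K27ac in spermatogonia. Peak numbers per library were 18506 ± 890 (SD, n = 2) in Thy1+ WT, 27984 ± 9472 (SD, n = 2) in Thy1+ KO, 24716 ± 7181 (SD, n = 2) in c-Kit+ WT and 29656 ± 9484 (SD, n = 2) in c-Kit+ KO. The mean log2 ratio of KO to WT was 0.41 (1.32 times), which the exact permutation test did not separate from 0 (2-sided p = 0.222, adjusted p = 0.254; the smallest p the design allows is 0.0556). With the replicate number as a block, the exact p was 0.125, the smallest that design can give. Within replicate numbers, KO held 1.81 and 1.19 times as many peaks as WT in Thy1+ cells and 1.22 and 1.17 times as many in c-Kit+ cells. In c-Kit+ cells the background height was also higher in KO, at 1.11 against 0.754 in replicate 1 and 0.715 against 0.613 in replicate 2. In Thy1+ cells it was 0.975 against 0.908 in replicate 1 and 0.564 against 0.658 in replicate 2. Leaving out 1 library at a time gave log2 ratios from 0.23 to 0.58. Restricted to peaks with a fold enrichment of at least 5, a minimum chosen after seeing the data, the ratios were 1.65 and 1.45 in Thy1+ cells and 0.982 and 1.09 in c-Kit+ cells.

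At regions called in all libraries compared, few or no genotype differences relative to the median region passed the threshold. Centring takes off any general difference between libraries. Before centring, the median log2 fold enrichment in Thy1+ cells was 3.24 and 2.97 in WT and 4.02 and 3.26 in KO. In c-Kit+ cells it was 3.19 and 2.90 in WT and 3.31 and 2.92 in KO. A general rise in KO was thus not tested, and in Thy1+ cells a region of unchanged fold enrichment could count as a fall. In Thy1+ cells, 1 of 10835 regions had an adjusted p under 0.05 and 559 had an unadjusted p under 0.05. That region, an intergenic one on chromosome 9 from 3004452 to 3004719 whose nearest listed gene was Mir101c, fell by 1.69 on the log2 scale in KO (SE 0.222, limma adjusted p = 0.0213), from a fold enrichment of 11.7 ± 2.01 to 5.28 ± 1.13 (SD, n = 2 each). It overlapped a region called in the inputs. The 189 tested regions that did so had a median log2 change of -0.68, and 0 regions passed when such regions were removed (464 at an unadjusted p under 0.05). With a replicate block 0 passed (747 at an unadjusted p under 0.05), and with the stricter peak threshold 9 did, all lower in KO. In c-Kit+ cells, 0 of 11313 regions passed, with 543 at an unadjusted p under 0.05, and 1 passed with a replicate block. In the fit of all 8 spermatogonial libraries with stage as a covariate, 0 of 9585 regions passed, with 502 at an unadjusted p under 0.05, and 0 passed with a replicate block (603 at an unadjusted p under 0.05). The genotype by stage interaction gave 0 of 9585 regions, with 453 at an unadjusted p under 0.05, and 0 with a replicate block (556 at an unadjusted p under 0.05). The correlation of same-numbered libraries behind the block was 0.17 in the Thy1+ fit, 0.078 in the c-Kit+ fit and 0.083 in the fit adjusted for stage. Regions differing 2 times or more made up 0.314% of those tested in Thy1+ cells and 0.00884% in c-Kit+ cells. Leaving out 1 library at a time gave shares from 0.190% to 1.39% in Thy1+ cells. In c-Kit+ cells it gave 0.120% to 0.214%, all above the share with every library.

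Region calls specific to 1 genotype were more unequal in Thy1+ cells. In Thy1+ cells, 1825 regions were called in both KO libraries and neither WT library, and 70 in both WT libraries and neither KO library. Splitting the same 4 libraries by replicate number gave 1417 such regions in total, and the crossed split gave 741, against 1895 by genotype. When an overlap of 50% of the shorter peak was required, peaks of 1 library of each pair were counted in place of merged regions. The genotype total of 1842 then lay below both the split by replicate number (3273) and the crossed split (1959). A lesser overlap with the other libraries did not exclude a peak there, so the changed order may come from the way of counting. With stricter peaks the counts were 1249 (KO) and 18 (WT), and the genotype total of 1267 lay above both other splits (675 and 162). In c-Kit+ cells, the counts were 1001 for KO and 289 for WT, a total of 1290 against 3432 by replicate number and 990 for the crossed split, so the split by replicate number exceeded that by genotype. With the same number of strongest peaks per library, the counts were 626 (KO) and 166 (WT) in Thy1+ cells, a total of 792 against 958 for the split by replicate number, and 462 (KO) and 371 (WT) in c-Kit+ cells. In Thy1+ cells the KO libraries had a higher median log2 fold enrichment at shared regions than the WT library of the same number, by 0.78 for replicate 1 and 0.29 for replicate 2.

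Promoter and X-linked shares were compared between genotypes in the same way. The promoter share of peaks fell by 12.03 percentage points in KO on average (exact permutation test, 2-sided, p = 0.222, adjusted p = 0.254), and the exact p was 0.125 with a replicate block. Within replicate numbers the difference was -25.9 points in Thy1+ replicate 1 and lay between -7.89 and -7.10 points in the other 3 same-numbered pairs. The number of promoter peaks varied less than the number of other peaks, from 12539 to 17041 against 5338 to 56640 over the 12 libraries. The X-linked share of peaks fell by 0.198 percentage points in KO (exact permutation test, 2-sided, p = 0.111, adjusted p = 0.178; exact p = 0.25 with a replicate block) and rose by 0.101 points when only peaks passing the stricter threshold were counted (exact permutation p = 0.722). By covered length the difference was -0.00821 points (exact permutation p = 0.889). Within replicate numbers the difference was -0.426 and 0.0428 points in Thy1+ cells and -0.215 and -0.193 points in c-Kit+ cells.

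**Figure D2:**
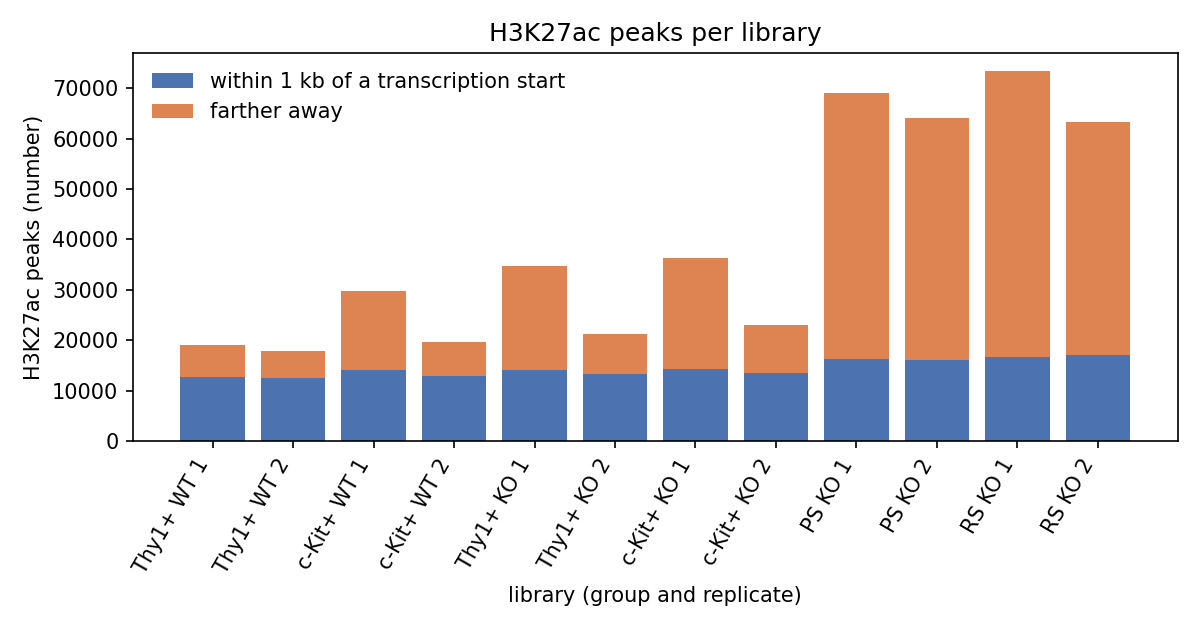
Number of H3K27ac peaks (vertical axis) in each of the 12 libraries, divided into peaks within 1 kb of a listed transcription start and peaks farther away. Promoter peaks range from 12539 to 17041 and other peaks from 5338 to 56640, with the highest numbers of both in PS and RS.

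The Thy1+ and c-Kit+ populations were then compared within each genotype. In WT, 22 of 10177 regions passed the adjusted threshold, 17 higher and 5 lower in c-Kit+ cells, and 971 had an unadjusted p under 0.05. With a replicate block 58 regions passed, and under quantile normalization 0 did (812 at an unadjusted p under 0.05). With uncalled libraries set to their lowest value 169 of 14406 regions passed, a set that includes regions called in 1 group only. The correlation of same-numbered libraries behind the block was 0.07 in WT and 0.13 in KO. The largest rises were at the Gm5595 promoter (chromosome 7, 42692348 to 42693371; log2 change 1.43, SE 0.233, limma adjusted p = 0.000508), where fold enrichment was 5.03 ± 0.293 in Thy1+ and 13.04 ± 0.906 in c-Kit+ cells (SD, n = 2 each), and upstream of Mir202 (chromosome 7, 139961382 to 139962386; log2 change 1.41, SE 0.233, limma adjusted p = 0.000508), from 3.64 ± 0.0343 to 9.45 ± 1.96 (SD, n = 2 each). A fall was found at the Trpm4 promoter (chromosome 7, 45332915 to 45333954), where fold enrichment fell by 1.13 on the log2 scale (SE 0.235, limma adjusted p = 0.0129) from 10.6 ± 2.12 to 4.71 ± 1.40 (SD, n = 2 each). None of these 3 regions passed under quantile normalization. Their log2 changes there were 1.39 (Gm5595), 1.30 (Mir202) and -1.18 (Trpm4), so the size of the changes moved little. In KO, 0 of 11134 regions passed, with 1255 at an unadjusted p under 0.05, and 47 passed with a replicate block. In WT, 1682 regions were called in both c-Kit+ libraries only and 460 in both Thy1+ libraries only (1134 in total for the split by replicate number). With the same number of strongest peaks per library, the WT numbers were 932 and 745 (678 for that split). With stricter peaks they were 405 and 228, a total of 633 against 827 for that split. In KO the numbers were 1409 and 1389, a total of 2798 against 3016 for the split by replicate number. This order turned with stricter peaks (1325 against 1093) and with the same number of peaks (1907 against 766). The comparison of KO and WT in the stage difference is the interaction given above, at which 0 regions passed.

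Larger differences separated the adult cells from the spermatogonia. These comparisons used KO libraries only, and cell stage went with the age of the mice. Background height, the relative indicator of depth, was also higher in the adult libraries within each replicate number. In replicate 1 it was 1.62 (PS) and 1.56 (RS) against 0.975 (Thy1+) and 1.11 (c-Kit+), and in replicate 2 it was 0.876 and 0.849 against 0.564 and 0.715. Depth was thus not separated from stage in the comparisons of peak number, promoter share and stitched regions. Peak numbers were 66549 ± 3526 (SD, n = 2) in PS KO and 68319 ± 7067 (SD, n = 2) in RS KO, a mean log2 ratio over the spermatogonial KO libraries of 1.26 (2.40 times; exact permutation test, 2-sided, p = 0.0286, the smallest the test can give; adjusted p = 0.0571). The block by replicate number gave an exact p of 0.0556, the smallest it can give, and the ratios within replicate numbers were 2.00 and 2.88. Replicate 2 of PS and RS held more peaks (64056 and 63322) than replicate 1 of Thy1+ and c-Kit+ cells (34681 and 36362), whose background height was higher. With a fold enrichment of at least 5, a minimum chosen after seeing the data, the ratio was 1.69. The promoter share of peaks was 24.3% ± 1.20 (SD, n = 2) in PS KO and 24.8% ± 2.95 (SD, n = 2) in RS KO, against 51.7% ± 15.8 (SD, n = 2) in Thy1+ KO and 48.9% ± 13.6 (SD, n = 2) in c-Kit+ KO. It fell by 25.7 percentage points (exact permutation test, 2-sided, p = 0.0286, adjusted p = 0.0571; exact p = 0.0556 with a replicate block), and the difference within replicate numbers was -16.8 and -34.6 points. With the stricter peak threshold it was -31.0 points.

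The X-linked share of peaks did not differ between adult and spermatogonial KO cells by the exact permutation test (difference 0.0295 points, 2-sided p = 0.943, adjusted p = 0.943; exact p = 0.944 with a replicate block). The adult groups fell on both sides of the spermatogonia: the share was 2.35% ± 0.560 (SD, n = 2) in PS KO and 1.54% ± 0.00554 (SD, n = 2) in RS KO, against 2.01% ± 0.204 (SD, n = 2) in Thy1+ KO and 1.83% ± 0.0617 (SD, n = 2) in c-Kit+ KO. The share in PS KO differed between replicates, at 1.96% and 2.75%. Within replicate numbers the adult minus spermatogonial difference was -0.0726 and 0.132 points. Leaving out replicate 2 of PS KO reversed the difference to -0.239 points.

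From c-Kit+ cells to PS in KO, 3992 of 12501 regions called in all 4 libraries changed, 854 higher and 3138 lower in PS relative to the median region. With a replicate block 3705 regions changed, where the correlation of same-numbered libraries was 0.0004. Under quantile normalization 784 changed, 386 higher and 398 lower. Before centring, the median log2 fold enrichment of these regions was 4.04 and 4.09 in the PS libraries and 3.17 and 2.81 in the c-Kit+ libraries, so that a region of unchanged fold enrichment counted as a fall. Of the 211 tested regions that overlapped a region called in the inputs, 80.1% changed, 164 of them lower, with a median log2 change of -1.17, while 31.1% of the other regions changed. The largest rises lay in an intron of Gm13152 (chromosome 4, 147436687 to 147438002; log2 change 2.57, SE 0.216, limma adjusted p = 0.000161), where fold enrichment was 5.35 ± 1.80 in c-Kit+ cells and 66.1 ± 15.8 in PS (SD, n = 2 each), and at the Mroh2a promoter (chromosome 1, 88225429 to 88228904; log2 change 1.97, SE 0.202, limma adjusted p = 0.000188), from 5.41 ± 1.05 to 44.9 ± 9.61 (SD, n = 2 each). The largest falls lay in an intron of Smo (chromosome 6, 29747709 to 29748644), which fell by 2.40 (SE 0.380, limma adjusted p = 0.000643) from 16.6 ± 4.56 to 7.59 ± 5.45, and at the Spats2l promoter (chromosome 1, 57774354 to 57775831), which fell by 2.24 (SE 0.197, limma adjusted p = 0.000164) with fold enrichments of 12.5 ± 0.371 in c-Kit+ cells and 5.60 ± 0.372 in PS (SD, n = 2 each). The Gm13152, Mroh2a and Smo regions overlapped regions called in the inputs. At Mroh2a the change reversed to -0.64 when peaks within 1000 bp were joined. The Smo change lost significance with uncalled libraries set to their lowest value (limma adjusted p = 0.116). By presence of a call, 19353 regions were found in both PS libraries only and 752 in both c-Kit+ libraries only. The balance depended on the peaks used. It was 4080 against 1091 with the same number of strongest peaks per library, and 10227 against 101 with stricter peaks. The same number (17877) keeps a smaller part of the PS peaks than of the c-Kit+ peaks.

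From PS to RS in KO, 4309 of 21329 regions changed, 2648 higher and 1661 lower in RS, and 4456 changed with a replicate block, where the correlation of same-numbered libraries was 0.041. Before centring, the median log2 fold enrichment was 3.42 and 3.48 in the PS libraries and 3.40 and 3.11 in the RS libraries. A region of unchanged fold enrichment could thus count as a rise. The 276 tested regions that overlapped a region called in the inputs had a median log2 change of 0.27, with 43 higher and 7 lower. With such regions removed, 2629 regions were higher and 1688 lower. With uncalled libraries set to their lowest value, 21304 of 49727 regions changed and the balance reversed, with 8971 higher and 12333 lower. That fit adds regions called in 1 group only, whose values in the other group are set and not measured. Its balance thus does not bear on regions called in every library compared. In the fit of all 12 libraries, which tests only regions called in every one of them, 183 of 9239 regions changed, 82 higher and 101 lower. The largest rises lay in an intron of P2ry6 (chromosome 7, 100949428 to 100951571; log2 change 2.18, SE 0.236, limma adjusted p = 0.00788), where fold enrichment rose from 3.89 ± 0.974 to 15.1 ± 0.735 (SD, n = 2 each), and at the Arap1 promoter (chromosome 7, 101381374 to 101386002; log2 change 2.01, SE 0.193, limma adjusted p = 0.00788), from 3.32 ± 0.165 to 11.7 ± 1.20 (SD, n = 2 each). The largest falls lay at the Kif21a promoter (chromosome 15, 91048299 to 91050791), which fell by 2.08 (SE 0.215, limma adjusted p = 0.00788) with fold enrichments of 20.0 ± 1.87 in PS and 4.12 ± 0.294 in RS (SD, n = 2 each), and in an intergenic region nearest Gm5086 (chromosome 13, 97296237 to 97299912), which fell by 1.98 (SE 0.220, limma adjusted p = 0.00788) from 21.9 ± 4.51 to 4.78 ± 0.124 (SD, n = 2 each). By presence of a call, 8532 regions were found in both RS libraries only and 9936 in both PS libraries only, against 2900 for the split by replicate number.

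**Figure D3:**
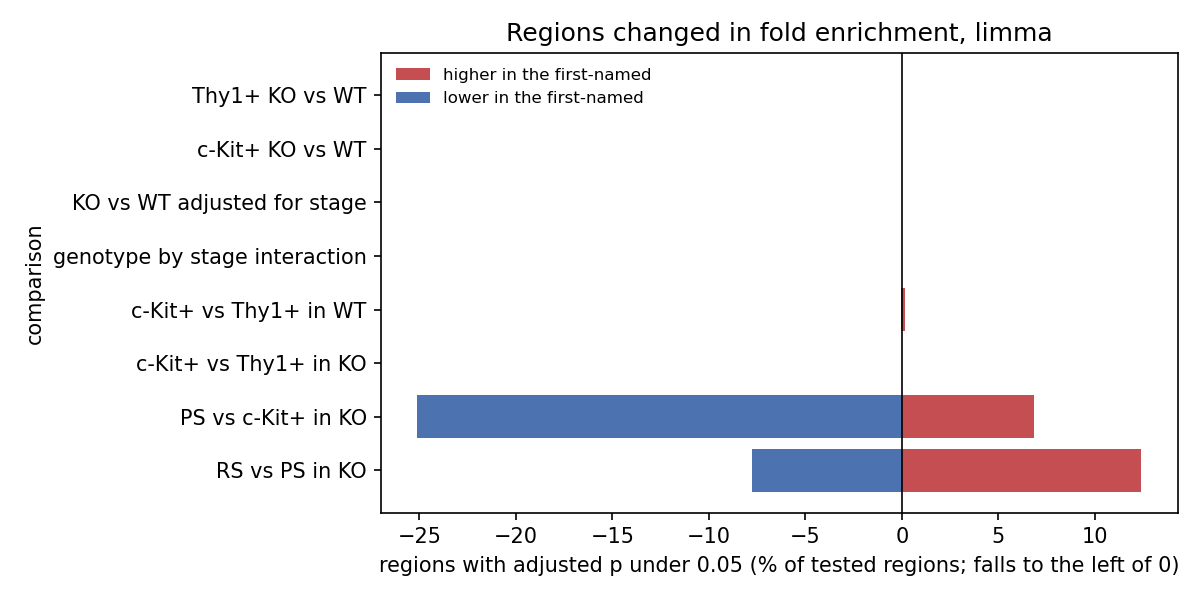
Share of tested regions (horizontal axis, percent) with a limma adjusted p under 0.05 in each of the 8 comparisons, with regions higher in the group named first to the right of 0 and regions lower in it to the left. The genotype comparisons hold 0 or 1 region each, and the comparisons of PS with c-Kit+ cells and of RS with PS hold 3992 and 4309.

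Stitched distal regions, a count of clustered peaks of the kind used to define super-enhancers, numbered between 45 and 171 in the spermatogonial KO libraries and between 516 and 652 in the adult KO libraries. The mean log2 ratio was 2.62 (6.15 times; exact permutation test, 2-sided, p = 0.0286, adjusted p = 0.0571; exact p = 0.0556 with a replicate block). With regions called in any input removed, the numbers were 288 to 640 in the spermatogonial and 502 to 743 in the adult libraries, and the log2 ratio was 0.47 (exact permutation p = 0.257).

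**Figure D4:**
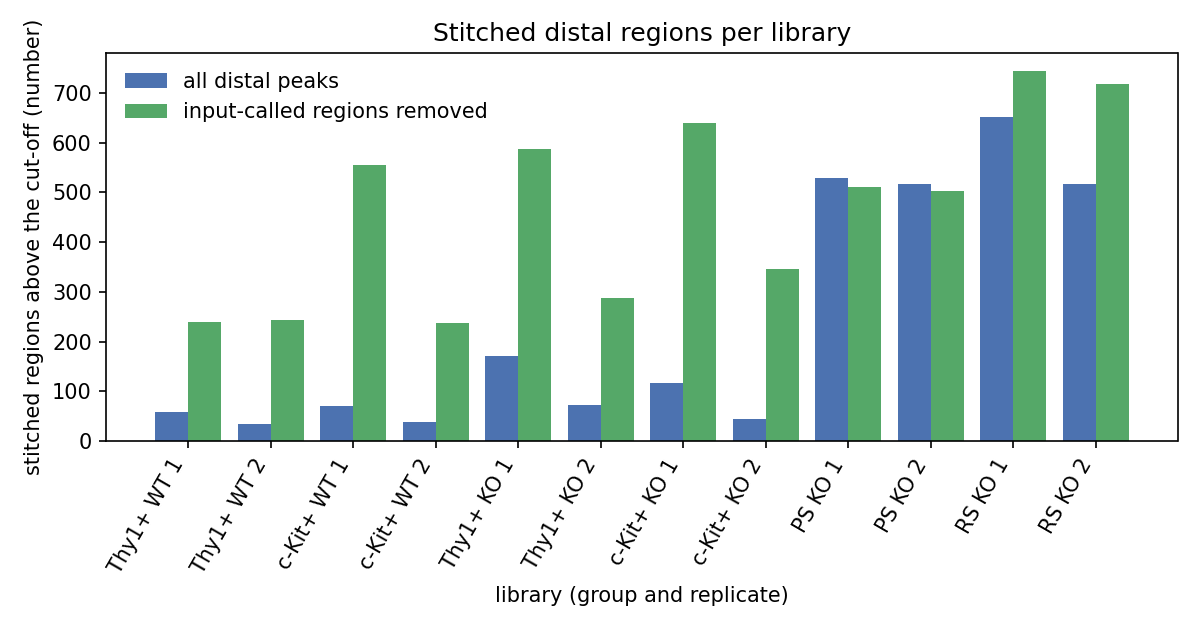
Number of stitched distal regions above the cut-off (vertical axis) in each of the 12 H3K27ac libraries, with all distal peaks and with regions called in any input removed. Removal raises the numbers in the spermatogonial KO libraries from between 45 and 171 to between 288 and 640, raises those in RS KO from 652 and 517 to 743 and 718, and leaves those in PS KO between 502 and 528.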

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

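The tests in this part were chosen after the result was seen. Mitochondrial peaks were left out of every comparison of the report. The highest mitochondrial summit reached a height of 71 in Thy1+ WT replicate 1 and 64 in Thy1+ WT replicate 2, above the 54 and 47 of the inputs of the same stage and genotype but below the 81 reached by an input of PS KO. The other H3K27ac groups did not exceed their inputs. If these libraries held more mitochondrial reads, the typical summit would be higher too. The median height of mitochondrial summits was 33 in replicate 1 and 27 in replicate 2, below the medians of 39 and 33 in the inputs, but above those of the other 10 H3K27ac libraries, which lay between 13 and 25. More mitochondrial reads in these libraries were therefore not excluded. No biological explanation was tested.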

How the results depend on the processing

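The peak number comparison with the inputs kept its direction and its side of the threshold under every alternative run. The genotype comparison of peak numbers kept its direction, from 0.23 to 0.58 on the log2 scale in the comparisons that left out 1 replicate each; its exact test cannot give a p under 0.05 in any of these designs. The fits adjusted for stage and for the interaction gave 0 regions under every alternative run, beside 502 and 453 regions at an unadjusted p under 0.05 as reported. Other results moved as follows, and the cause was not tested unless a value is named as showing it.

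Counts of changed regions moved by more than 1.5 times in several fits. For Thy1+ KO against WT, 1 region passed as reported, 0 with the replicate block, quantile normalization, input regions removed or uncalled libraries set to the lowest value (747, 459, 464 and 697 at an unadjusted p under 0.05), 9 with stricter peaks, and 3 with regions above the lower quartile or with all 12 libraries in 1 fit; the single region overlapped an input region. For c-Kit+ KO against WT, 1 region passed in place of 0 with the replicate block, above the lower quartile and with all 12 libraries. For c-Kit+ against Thy1+ cells in WT, 22 regions became 58 with the replicate block, 0 with quantile normalization or stricter peaks (812 and 545 at an unadjusted p under 0.05), 13 with peak height or above the lower quartile, 169 with uncalled libraries set to the lowest value and 8 with all 12 libraries. In KO, 0 regions became 47 with the replicate block, 7 above the lower quartile and 38 with all 12 libraries. For PS against c-Kit+ cells, 3992 regions became 784 with quantile normalization, 2013 with stricter peaks, 1811 above the lower quartile and 2104 with all 12 libraries. For RS against PS, 4309 regions became 1982 with stricter peaks, and the balance of rises and falls reversed with all 12 libraries (183 regions, 82 higher and 101 lower) and with uncalled libraries set to the lowest value (21304 regions, 8971 higher and 12333 lower). Setting uncalled libraries to a value adds regions called in 1 group only, so that reversal does not bear on regions called in every library compared.

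Among the permutation tests, the replicate block raised the exact p to 0.0556, the smallest it can give, for the adult comparisons of peak number (1.26 on the log2 scale), promoter share (-25.7 points) and stitched regions (2.62 on the log2 scale), so the threshold could not be passed in that design. Promoter share lay between -29.4 and -21.6 points across the 8 comparisons that each left out 1 replicate, with the exact p at 0.0571 in 2 of them. The stitched comparison fell to 0.47 on the log2 scale (exact p = 0.257) without input regions. The X-linked share of KO against WT reversed to 0.101 points with stricter peaks and was -0.00821 points by covered length (exact p = 0.889), and that of adult against spermatogonial cells lay between -0.239 and 0.167 points across the comparisons that each left out 1 replicate, reversing in 2 of 8.

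Numbers of regions called in 1 group only fell with stricter peaks to 349 (c-Kit+ KO against WT), 633 (c-Kit+ against Thy1+ in WT), 10328 (PS against c-Kit+) and 8133 (RS against PS), and with the same number of peaks per library to 792 (Thy1+ KO against WT), 833 (c-Kit+ KO against WT), 5171 (PS against c-Kit+) and 5003 (RS against PS). For c-Kit+ against Thy1+ cells in KO, the near-equal balance of 1409 and 1389 turned into an excess of Thy1+ regions with stricter peaks (178 c-Kit+ against 1147 Thy1+, total 1325) and with the same number of peaks (792 against 1115, total 1907). It reversed narrowly with input regions removed (1373 against 1384, total 2757) and with 50% overlap, counted in peaks (1353 against 1378, total 2731). For Thy1+ KO against WT, 50% overlap put the genotype total (1842) below those of the split by replicate number (3273) and the crossed split (1959). That setting counts peaks in place of merged regions, which may itself change the order. Mean replicate overlap rose in all 6 groups with stricter peaks, to between 77.7% (PS KO) and 83.6% (Thy1+ WT) and most in c-Kit+ KO (62.8% to 78.9%), and in all 6 with the same number of peaks, to between 74.4% (c-Kit+ WT) and 87.6% (RS KO), with PS KO at 86.3%. The Mroh2a region reversed to -0.64 when peaks were joined within 1000 bp. Among named genes and regions and the shares of regions differing 2 times or more, 8 values lost their adjusted significance and 5 moved. A further 129 were counted as unchanged. These include the c-Kit+ KO against WT shares with 1 library left out, 0.120% to 0.214% beside 0.00884% as reported. The comparison with the inputs could not be computed with input regions removed, since no input peak remains. Depth in reads is unknown, so what it limits was not measured.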

Other observations

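The tests in this part were chosen after the results were seen, except 3 of the 4 counts of splits. The separate marker lists were written after the excess they address was seen and before their own test was run. The genotype fits were set against other splits that part the same-numbered libraries within each stage. All 8 splits gave as many regions as the 0 of the fit adjusted for stage, which a count of 0 fixes in advance, and at an unadjusted p under 0.05 only 1 of 8, the real one, gave as many as 502; the other 7 swap genotype in 1 or more same-numbered pairs. For the interaction, 8 of 8 splits gave as many as 0 regions and 3 of 8 gave as many as 453 at an unadjusted p under 0.05; the highest, 512, swaps both Thy1+ pairs, which turns the interaction into the genotype effect. With 8 splits the share cannot go under 0.05, so these counts do not separate genotype from another grouping.

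The excess of Thy1+ KO-only regions (1825 against 70, and 1249 against 18 with stricter peaks) was examined for technical explanations. Counted in peaks with an overlap of 50%, it was 1732 against 110. Unequal peak numbers were neither shown nor excluded as a source. With the same number of strongest peaks per library, 3.77 times as many KO-only as WT-only regions remained (626 and 166). The split by replicate number then gave more regions in total than that by genotype (958 against 792). Equal numbers can draw both counts together whatever the source of the excess, so the fall does not show what share unequal peak numbers caused. Depth was not excluded either. The shallower KO library had a background height of 0.564, below the 0.658 and 0.908 of the WT libraries, but Thy1+ KO replicate 1 had the highest of the 4 (0.975) and the most peaks, and a WT-only region must be uncalled in it. In all 3 ways of pairing the 4 libraries, the pair that held this library had more regions of its own (1825 against 70 by genotype, 1369 against 48 by replicate number, 672 against 69 crossed), and so it did with the same number of peaks (626 against 166, 843 against 115, 406 against 142). The imbalance is thus not particular to genotype. Higher enrichment remains as well: at regions called in all 4 libraries, the KO library had the higher median in both same-numbered pairs, by at least 0.291 on the log2 scale. Whether the excess differs between Thy1+ and c-Kit+ cells was not tested. The excess may therefore reflect depth or immunoprecipitations of unequal strength, and it cannot be told apart from those.

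Cells of other types in the Thy1+ KO libraries are another candidate source, since sorted fractions could differ in purity. The share of KO-only regions among regions assigned to marker genes was ranked among 10000 random gene lists matched on the number of regions per gene. It lay at percentile 38.25 for Sertoli, 93.23 for Leydig, 93.7 for myoid, 33.29 for endothelial and 93.9 for blood cell markers, and at 74.57 for spermatogonial markers. Pooling the 5 non-germ lists, which was decided after their separate results were seen, gave percentile 97.0 (13 of 144 regions, 9.03% against a median of 5.15% in the random lists; permutation p = 0.0301). No list passed the Benjamini-Hochberg adjustment over the 7 tests (adjusted p = 0.119 for the pooled list). Lists of 3 to 9 genes with a region leave small effects undetected, so a contribution from other cells was neither shown nor excluded. Loss of Scml2 is the biological explanation the design offers, and it cannot be separated from depth, unequal enrichment or cell composition with 2 libraries per genotype.

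From c-Kit+ cells to PS, 3138 regions fell and 854 rose after median centring. Under quantile normalization falls were 1.03 times as many as rises, but that scaling gives all libraries the same distribution, which could itself even the balance, although RS against PS kept more rises than falls under it (2152 and 1577). It does not settle the source of the surplus. Under median centring the surplus of falls remained with input regions removed (3014 falls, 876 rises), stricter peaks (1514 and 499) and regions above the lower quartile (1103 and 708). Regions that are also called in the inputs, whose height may owe little to the antibody, had a median log2 change of -1.17. This is consistent with centring taking off a higher enrichment in the PS libraries, so that regions of unchanged fold enrichment appear as falls. A change of stage cannot be separated from this with these libraries.

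The larger number of stitched distal regions in adult cells depended on regions called in the inputs. Their removal took the log2 ratio from 2.62 to 0.47 and raised the counts of the spermatogonial KO libraries from between 45 and 171 to between 288 and 640. The cut-off is scaled by the highest-ranked region of each library, so a few regions with input signal may set it in these libraries. The counts of RS KO also rose, from 652 and 517 to 743 and 718, and those of PS KO did not, so the number of distal peaks alone does not separate the libraries affected. A difference between the stages was neither shown nor excluded.

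Narrow exon-class peaks at Scml2, between 144 and 244 bp long, recurred in spermatogonial libraries of both genotypes. Of 2312 genes with a transcript at least as long, 1 (0.0433%), Scml2 itself, had as many exon-class regions shared by 2 or more of the 8 spermatogonial libraries (4 regions) and no intron-class region. No input had such a peak (0 of 16). The inputs were sonicated chromatin, whereas the H3K27ac libraries were made with a transposase. The exon-class peaks had heights from 6 to 14, and the lowest heights called in the inputs were 7 to 8. A property of the locus was therefore not excluded. A candidate explanation is spliced Scml2 sequence, such as complementary DNA, in these libraries. The statistic was designed after the peaks were seen and shows only that the pattern is rare, exon boundaries were not used here, and the classes are those of the files. No biological explanation was tested.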
